# Analyses of the Transcriptome and Metabolome Demonstrate That HIF1α Mediates Altered Tumor Metabolism in Clear Cell Renal Cell Carcinoma

**DOI:** 10.1371/journal.pone.0120649

**Published:** 2015-04-01

**Authors:** Denise R. Minton, Leiping Fu, Qiuying Chen, Brian D. Robinson, Steven S. Gross, David M. Nanus, Lorraine J. Gudas

## Abstract

Hypoxia inducible factor 1 alpha (HIF1α) is a transcription factor that is frequently stabilized and active in human clear cell renal cell carcinoma (ccRCC). We have found that constitutively active HIF1α is sufficient to cause neoplastic transformation in a murine model of ccRCC termed the TRACK model. RNA sequencing (RNAseq) and untargeted metabolomics analyses of samples from TRACK kidneys demonstrate that HIF1α activates the transcription of genes that cause increased glucose uptake, glycolysis, and lactate production, as well as a decrease in the flux of pyruvate entering the tricarboxylic acid (TCA) cycle and a decrease in oxidative phosphorylation; these changes are identical to those observed in human ccRCC samples. These studies show that a constitutively active HIF1α promotes tumorigenesis in TRACK mice by mediating a metabolic switch to aerobic glycolysis, i.e., the *Warburg effect*, and suggest that TRACK mice are a valid model to test novel therapies targeting metabolic changes to inhibit human ccRCC.

## Introduction

Each year, kidney cancer affects nearly 300,000 people and causes close to 100,000 deaths worldwide [1]. The majority of kidney cancer cases are clear cell renal cell carcinomas (ccRCCs), which are commonly linked to inactivating mutations of the von Hippel-Lindau tumor suppressor gene (*VHL*) [2]. The protein encoded by this gene, pVHL, regulates the activation of a family of transcription factors, hypoxia inducible factors (HIFs), that mediate the primary transcriptional responses to hypoxia in normal and neoplastic cells [3]. In ccRCC, pVHL inactivation results in aberrant regulation of HIF1α; this transcription factor accumulates, translocates to the nucleus, and binds to HIF1β [3,4]. This HIF1α/HIF1β dimer then binds to hypoxia response elements (HREs) on DNA to activate the transcription of target genes that are involved in angiogenesis, glucose uptake, enhanced glycolytic metabolism, and other processes related to cell proliferation [3,4].

While it is largely accepted that HIF1α is the more tumorigenic isoform in most types of cancer [3], some researchers have suggested that HIF2α is more tumorigenic than HIF1α in ccRCC [5]. One piece of data consistent with this idea is that HIF2α knockdown prevents the growth of tumors in a xenograft model, while HIF1α knockdown does not [6–8]. However, these experiments do not assay for tumor development but rather for proliferation of tumor cells. An additional piece of data is that a loss of a portion of chromosome 14q near the location of *HIF1α* occurs frequently in ccRCC [9]. However, RNAseq data from The Cancer Genome Atlas Research Network show that *HIF1α* mRNA remains at a level within the range of that in tumors that are diploid for HIF1α in most ccRCC specimens that are affected by *HIF1α* loss of heterozygosity [10]. Consistent with these data, several groups have shown that HIF1α is highly expressed in a large number of ccRCC cases [11–13], and that high HIF1α levels in tumors are associated with significantly lower patient survival [14]. Most recently, one group demonstrated expression of HIF1α by immunostaining in 84% of 106 primary surgical ccRCC specimens [15].

We previously reported that expression of a constitutively active form of HIF1α can drive tumorigenesis in a murine model of ccRCC called the TRACK (**TRA**nsgenic model of **C**ancer of the **K**idney) model [16]. TRACK mice express a mutated, constitutively active HIF1α that drives a program of tumorigenesis specifically in renal proximal tubules, and this tumorigenesis program mimics many features of early human ccRCC both phenotypically and at the molecular level [16]. TRACK kidney histologies display areas of distorted tubular structures, cells with clear cytoplasm and increased glycogen and lipid deposition, multiple renal cysts, and early onset of ccRCC [16]. These mice, however, do not develop metastases and the mice do not die prematurely. In contrast, we and others have shown that expression of a mutated, constitutively active HIF2α in the proximal tubules of mice does not result in neoplastic transformation and ccRCC [17,18]. The transgenic mice our lab generated that express constitutively active HIF2α in the proximal tubule cells develop glycogen deposits, but no tumors [17]. Collectively, these findings indicate that HIF1α plays a critical role in promoting renal tumorigenesis.

Altered tumor metabolism is now a widely accepted hallmark of cancer. Metabolic alterations accompany tumorigenesis and can be causal for tumor development and progression [19]. HIF1α is largely responsible for activating the transcription of target genes that drive various features of aberrant tumor metabolism, such as increased glucose uptake, increased glycolysis and lactate production, and decreased mitochondrial respiration [20,21]. Collectively, these features of tumor metabolism are commonly referred to as the *Warburg effect* [22]. The Warburg effect is a process in which cells rely on aerobic glycolysis instead of mitochondrial oxidative phosphorylation to generate energy, even though glycolysis is a less efficient pathway for producing ATP. Despite the relative bioenergetic cost of aerobic glycolysis, this shift in metabolism can confer an advantage by facilitating the generation of biomass needed to produce a new cell, and thus cancer cells acquire and metabolize nutrients in a manner that is conducive to proliferation rather than efficient ATP production [22].

Here we report that kidneys from TRACK mice exhibit increased expression of HIF1α target genes that have been linked to a shift in metabolism from mitochondrial oxidative phosphorylation to an accelerated rate of aerobic glycolysis and lactate production, similar to what is observed in human ccRCC. Additionally, we report metabolomics data and show that both the TRACK kidneys and human ccRCC samples exhibit increases in glycolytic intermediates and lactate, in association with a decrease in metabolites of the TCA cycle. Together, these data implicate HIF1α in mediating alterations in kidney metabolism that drive tumorigenesis, and suggest that TRACK mice represent a valid model to test therapies that target metabolism with the goal of inhibiting ccRCC.

## Materials and Methods

### Samples

Male C57BL/6 mice (Jackson Laboratories) and TRACK mice were generated as described [16]. Three TRACK (TG^**+**^) and three wild-type littermates (TG^**−**^) males, 18 months old, were selected for RNAseq analysis. Five TG^**+**^ and five TG^**−**^ mice, 12 months old, were selected for metabolomics analyses. Older mice were selected for these experiments because they display a more advanced disease, which we hypothesized would more closely mimic features of human ccRCC. All procedures involving the use of mice were approved by the Weill Cornell Medical College (WCMC) Institutional Animal Use and Care Committee.

The WCMC Institutional Review Board (IRB) approved the use of human tissue samples for this study. A consent form is signed by all patients undergoing surgery, which states the tissue may be used for research purposes if tissue is collected and de-identified; the IRB approved this exemption/expedited protocol. ccRCC and adjacent normal kidney tissue samples were obtained from 12 patients who underwent radical or partial nephrectomy at WCMC. These samples were embedded in Optimal Cutting Medium (OCT), snap frozen, and stored at −80°C. Hematoxylin and Eosin slides were prepared of the frozen tissue samples to ensure that the areas selected for metabolomics analysis represented either pure ccRCC or normal kidney tissue.

### RNA Sequencing

High quality RNA was extracted from a thin layer of kidney cortex tissue (n = 6) using mini-RNAeasy columns (Qiagen) and RNAs were converted to cDNA by semi-quantitative reverse transcriptase (RT)-PCR. The WCMC Genomics Core performed the sequencing (51-bp single-end reads) on an Illumina HiSeq2000 Sequencer and data were analyzed as previously described [17]. In brief, data analysis was mainly performed with the Tuxedo tools software [23]. A stringent threshold was used to select differentially expressed genes (fold change >2 or <0.5, q<0.01). 

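The comparison was made again from the reads per gene that the authors deposited, summed over the 2 kidneys of each mouse, with 3 TG+ and 3 TG− mice. The deposited table holds 37681 mouse genes, and 19399 had enough reads to be tested by edgeR's filterByExpr rule. At the same threshold (fold change above 2 or below 0.5, adjusted p below 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 732 genes showed increased and 41 genes showed decreased mRNA levels in TG+ kidney cortex. For 50 of the 732 genes no TG− library held more than 3 reads, so only a lower bound of their fold change can be given. Without a minimum fold change, the alternative that moved these numbers most, 1534 genes were higher and 824 genes were lower. Leaving out the TG− mouse 43-76 gave 469 higher and 30 lower genes. Among the 5639 genes with a mean level above 32 CPM (counts scaled to library size), 90 were higher and 13 lower at the full threshold, whereas 366 were higher and 608 lower on the adjusted p alone.

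**Figure D1:**
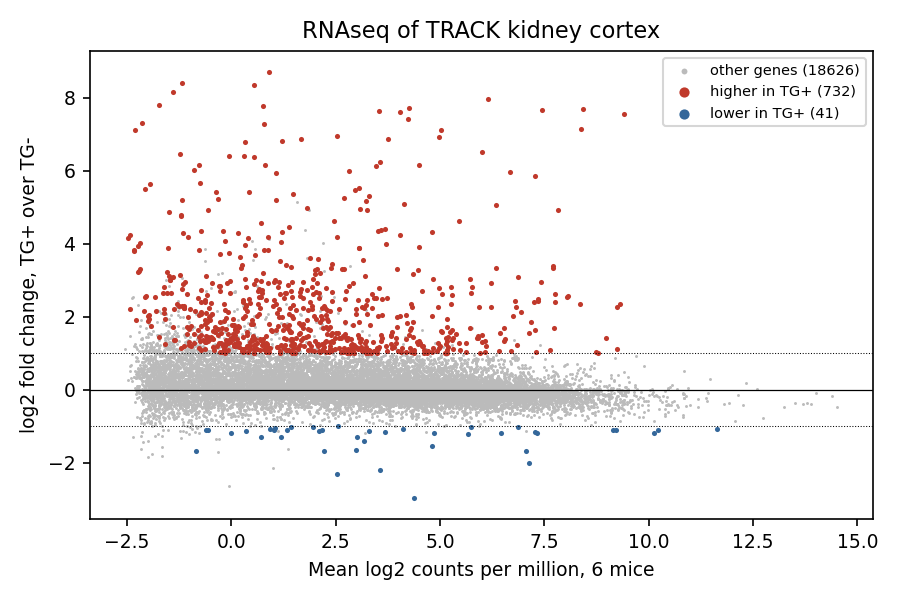
Log2 fold change of TG+ over TG− kidney cortex (vertical axis) against the mean log2 CPM of the 6 mice (horizontal axis), with 1 point per tested gene. Red points are the 732 genes above the threshold, blue points the 41 genes below it, and the dotted lines mark fold changes of 2 and 0.5.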

655 genes showed increased mRNA levels and 55 genes showed decreased mRNA levels in TRACK TG+ kidney samples compared with the TG− control kidney cortex samples. Data are in the GEO database (accession no. GSE54390).

### Oncomine

The Oncomine Cancer Microarray database (http://www.oncomine.org) was used to study mRNA levels of genes most highly expressed in human ccRCC tumor types versus normal kidney tissue [24]. The data collected were from five different data sets [25–28], each of which included data from 20–260 patient samples. For our analysis, we searched for the genes most highly overexpressed in human ccRCC versus normal healthy renal tissue. Oncomine sorts overexpressed genes by “median rank,” which is the median p-value rank across data sets. For our purposes, we analyzed the top 30 ranked genes (S1 Table).

### Metabolite Extraction

Mouse kidneys were isolated and snap-frozen in liquid nitrogen. Human tissue was embedded in OCT medium, snap frozen, and stored at −80°C until the day of metabolite extraction. Tissue samples were washed twice with cold PBS, followed by bead-beating in 80% −70°C methanol:water (LC-MS grade methanol, Fisher Scientific) using a Tissuelyser cell disrupter (Qiagen). The extraction mixture was incubated at 4°C for 10 min, and then centrifuged for 5 min at 13.2k rpm to separate the protein pellet. The extraction procedure was repeated twice. The supernatants were pooled, dried in a speed-vac (Savant) and stored at −80°C. The pellets were solubilized in 200 μl of 0.2M NaOH by incubating at 95°C for 20 min, and protein contents were quantified with BioRad DC protein assays. Kidney metabolites were normalized to protein for LC/MS metabolomic analysis.

### LC-MS and LC-MS/MS Platforms for Metabolite Profiling

The LC/MS and LC MS/MS instrumentation and setup were the same as described [29], except for the LC mobile phase composition and gradient. For the aqueous normal phase (ANP) separation, mobile phase A consisted of 0.025% acetic acid and 6 μM EDTA in 50% isopropanol: 50% ddH_2_O; mobile phase B consisted of 5 mM ammonium acetate and 6 μM EDTA in 90% acetonitrile (ACN). Gradient steps were: 0–1 min, 99% B; 1–15 min, to 0% B; 15–29 min, 0% B; 29–37 min, 99% B. The LC/MS data were acquired in both positive and negative ionization modes.

### Metabolomics Data Processing and Statistical Analysis

Raw data files were processed by Agilent MassHunter Qualitative Analysis Software and analyzed by statistical analysis in Mass Profiler Professional (Agilent Technology, MPP, version B2.02) [29]. Aligned molecular features detected in all biological replicates of at least one group were directly applied for statistical analysis across treatment groups by MPP. The Benjamini Hochberg FDR correction was applied for multiple testing correction of p-values in one-way ANOVA (corrected p<0.05). An uncorrected p-value was used when individual metabolites were manually inspected for statistical significance between two groups (e.g. simple student t-test). Differential metabolites were identified using the METLIN Personal Metabolite Database (Agilent Technologies) and a molecular formula generator (MFG) algorithm in MPP as previously explained in detail [30].

## Results

### Analysis of mRNA Expression in TRACK Kidneys and Human ccRCC Samples

We have previously shown that expression of a constitutively active, mutant form of HIF1α in the proximal tubules causes tumorigenesis in the TRACK mouse, a murine model of ccRCC [16]. These observations prompted us to delineate the genes that HIF1α activates in the TRACK mice. We performed RNAseq analyses on TRACK vs. wild type, transgenic negative (TG^**−**^) kidney cortex samples and compared the results to mRNA expression data from Oncomine, a microarray database that compares gene expression in human cancers vs. normal tissue [24]. Specifically, we used this database to analyze results from five data sets of ccRCC, each of which included data from 20–260 patients samples [25–28]. 

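RNA from kidney cortex of male mice, 18 months old, was sequenced as 51-bp single-end reads. The deposited table holds 12 libraries, from the 2 kidneys of each of 6 mice. The TG+ mice carry the numbers 43-29, 43-49 and 43-75, and the TG− mice 43-26, 43-50 and 43-76. Between 21888584 and 27819034 reads per library were counted on genes in the TG+ group (median 25072372, n = 6 libraries), and between 24963346 and 33704850 in the TG− group (median 26301223, n = 6). Per mouse the totals were 48052131 to 53275152 in TG+ and 50570271 to 60506785 in TG−. The authors deposited counts per gene and library, RPKM values scaled by a method that the table's header calls BUQ, and their own comparison of the genotypes. The RPKM values are proportional to the count plus 1. For 100% of the 37681 genes the deposited p-value was recovered from an equal-variance test on the natural log of RPKM plus 1, with the 12 libraries as independent samples. Here the mouse was the unit, because the genotype belongs to the mouse and its 2 kidneys are not independent. The coefficient of biological variation was 0.114 between mice of a genotype and 0.0421 between the kidneys of a mouse. Counts were normalized with edgeR's TMM factors, which ranged from 0.944 to 1.07. The paper's text does not name the genome build, the annotation, or whether the strand of a read was used, so values of overlapping genes are uncertain. Gene positions are those of GENCODE release M21 on GRCm38, matched by Ensembl identifier for 86.6% of the genes in the table. Hif1a itself (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530, overlapping Gm15283) stood at 91.7, 109 and 86.3 normalized CPM in the TG+ mice, in the order above, and at 107, 103 and 103 in the TG− mice. Its log2 fold change was -0.12 (standard error 0.10, adjusted p = 0.343 from edgeR's quasi-likelihood test), a direction that was lost (0.00) when libraries were scaled by size alone. The table has no entry of its own for the transgene, and the paper's text does not say whether reads of the transgene were counted on Hif1a, so this value cannot be assigned to the endogenous gene alone.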

For the purpose of this study, we focused on the top 30 overexpressed genes (ranked by median p-value rank across datasets) (S1 Table).

Many of the genes overexpressed in both human ccRCC and TRACK kidneys are implicated in altered tumor metabolism (Table 1). 

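S1 Table lists 30 human genes. BTN3A3, with no single mouse counterpart, was left out, and no gene of the deposited table was matched to the mouse copies of RNASET2 by Ensembl identifier, which left 28 genes, all of them tested. In TG+ kidney cortex 10 of the 28 passed the threshold of the paper, namely Ndufa4l2, Hilpda, Egln3, Slc16a3, Car9, Aldoc, Pfkp, Ldha, Pdk1 and Trib3, all with increased mRNA levels. Adjusted over the list alone, the number was also 10. Hilpda (log2 fold change 1.52, standard error 0.25) no longer passed without the TG− mouse 43-50 or without the TG− mouse 43-76 (adjusted p of up to 0.0145 in edgeR's test), which left 9 genes in each case. Of the other genes, Vegfa (0.71) and Aldoa (0.86, overlapping Fam57b) rose by less than 2-fold, and Diaph2 (-0.01) and Tapbp (-0.0031, overlapping Zbtb22) were the 2 genes below 0, and both lay above 0 when libraries were centred on the median gene or scaled by size alone. The median log2 fold change of the 28 genes was 0.73, and the largest shift, to 0.89, came from leaving out the TG− mouse 43-26. Among 10000 random lists of as many genes with like expression, 95% had a median between -0.13 and 0.09 (permutation p = 0.0002, the smallest that 10000 lists can give).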

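The mouse gene of carbonic anhydrase IX, Car9 (ENSMUSG00000028463), lies on chromosome 4 from 43506966 to 43513729 and overlaps Gm12454. Its normalized level was 148 ± 23.0 CPM (SD, n = 3 mice) in TG+ and 14.7 ± 2.95 (SD, n = 3) in TG− kidney cortex. This is a log2 fold change of 3.33 (standard error 0.22, adjusted p = 2.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All TG+ mice lay above all TG− mice, for which a 2-sided exact permutation test gives p = 0.1, the smallest value that 3 against 3 mice allow. The same held for each of the other genes of Table 1. The alternative that moved Car9 most was leaving out the TG− mouse 43-76, with a log2 fold change of 3.48.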

Carbonic Anhydrase IX (CAIX, Gene ID: 768; mRNA increased 10-fold in TRACK mice and 16-fold in ccRCC) is a HIF1α target gene and a major biomarker of ccRCC [31,32]. It encodes a zinc metalloprotein anchored to the extracellular side of the plasma membrane and is believed to regulate extracellular pH for support of anaerobic tumor metabolism [33]. 

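Ndufa4l2 (ENSMUSG00000040280) lies on chromosome 10 from 127514967 to 127517154, where it overlaps Shmt2. It was measured at 202 ± 37.6 CPM (SD, n = 3) in TG+ and at 3.22 ± 0.772 (SD, n = 3) in TG− kidney cortex, and no mouse had fewer than 133 reads on it. The log2 fold change was 5.98 (standard error 0.27, adjusted p = 4.36e-06 from edgeR's test), and it stayed between 5.78 and 6.11 with each mouse left out in turn. Shmt2, with which reads could be shared, changed by 0.17 on the log2 scale.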

NADH dehydrogenase 1 alpha subcomplex, 4-like 2 (NDUFA4L2, Gene ID: 56901; mRNA increased >50-fold in both TRACK kidneys and ccRCC) is a subunit of complex 1 in the electron transport chain; upregulated by HIF1α, it inhibits oxidative phosphorylation and thus promotes the shift in metabolism to glycolysis [34]. 

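For phosphofructokinase, platelet, the mouse gene Pfkp (ENSMUSG00000021196) lies on chromosome 13 from 6579768 to 6648777 and overlaps Pitrm1. TG+ kidney cortex had 380 ± 60.5 CPM (SD, n = 3) and TG− kidney cortex 37.6 ± 3.62 (SD, n = 3). Its mRNA was thus 10.1-fold higher in TG+, with a standard error of 0.16 on the log2 scale and an adjusted p of 6.33e-06 in edgeR's test.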

Phosphofructokinase, platelet (PFKP, Gene ID: 5214; mRNA increased 10-fold in TRACK mice and 7-fold in ccRCC) encodes a kinase enzyme that catalyzes the conversion of fructose-6-phosphate to fructose-1,6-bisphosphate during the third step of glycolysis. This irreversible step in glycolysis is an important control point, and in tumors, PFKP plays a role in accelerating the rate of glycolysis [35,36]. Pyruvate dehydrogenase kinase, isoenzyme 1 (PDK1, Gene ID: 5163; mRNA increased 7.5-fold in TRACK kidneys and nearly 5-fold in ccRCC) phosphorylates and inactivates pyruvate dehydrogenase, an enzyme that converts pyruvate to acetyl-coenzyme A. Thus, PDK1 inhibits pyruvate metabolism via the TCA cycle and in turn inhibits oxidative phosphorylation [37]. 

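Mouse Pdk1 (ENSMUSG00000006494, chromosome 2 from 71873224 to 71903858) overlaps no other tested gene. The 3 TG+ mice had 304 ± 28.5 CPM (SD) and the 3 TG− mice 39.5 ± 2.05 (SD). The difference, 2.94 on the log2 scale, had the smallest standard error (0.09) among the genes of Table 1 (adjusted p = 2.45e-06, edgeR). Scaling by library size alone moved it most, to 3.06. For pyruvate dehydrogenase, the target of this kinase, Pdha1 (-0.09, adjusted p = 0.282 from edgeR, overlapping Map3k15) and Pdhb (-0.08, adjusted p = 0.323 from edgeR) showed no detectable change in mRNA, and their sign turned positive under that scaling.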

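The glucose transporter gene Slc2a1 (ENSMUSG00000028645) lies on chromosome 4 from 119108711 to 119137983 and overlaps Gm12868. Among the genes of Table 1 it had the largest spread between TG+ mice for its size, at 187 ± 54.5 CPM (SD, n = 3), against 38.7 ± 4.01 (SD, n = 3) in TG− kidney cortex. The TG+ mouse 43-49 had 124 CPM and the other TG+ mice 225 and 212. The log2 fold change was 2.27 (standard error 0.28, adjusted p = 3.54e-04 from edgeR's test), and 2.49 without mouse 43-49. With each mouse left out in turn the adjusted p was at most 0.00370 in edgeR's test.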

Solute carrier family 2 (facilitated glucose transporter), member 1 (SLC2A1 or GLUT1, Gene ID 6513; mRNA increased 5-fold in TRACK kidneys and 2.5-fold in ccRCC) is not one of the top 30 ranked genes in human ccRCC according to Oncomine data, but SLC2A1 has been well studied in ccRCC and is known to play an important role in altered metabolism. More specifically, SLC2A1 is upregulated in cancers to accelerate the uptake of glucose and meet the energy needs of the tumor for an accelerated rate of glycolysis [21]. Lastly, solute carrier family 16, member 3 (SLC16A3 or MCT4, Gene ID: 9123; mRNA increased 87-fold in TRACK mice and nearly 7-fold in ccRCC) is a monocarboxylate transporter that is upregulated in many tumors because it is required for lactate secretion out of the cell, pH homeostasis, and maintenance of the Warburg effect [38]. 

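Slc16a3 (ENSMUSG00000025161) lies on chromosome 11 from 120948480 to 120960868 and overlaps no other tested gene. It was nearly absent from TG− kidney cortex, at 1.39 ± 0.479 CPM (SD, n = 3) and no fewer than 50 reads per mouse, and reached 127 ± 26.6 (SD, n = 3) in TG+. The log2 fold change of 6.52 (standard error 0.32, adjusted p = 5.46e-06 in edgeR) was the largest in Table 1. It ranged from 6.35 to 6.82 as single mice were left out.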

With the exception of SLC2A1, which is a target gene of both a HIF1α and HIF2α, the other genes discussed are only regulated by HIF1α [21]. Thus, HIF1α is implicated in activating the transcription of genes associated with aerobic glycolysis in both the TRACK model of ccRCC and human ccRCC.

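The mRNA levels were also examined for a list of 19 genes of glucose uptake, glycolysis and lactate export, which holds 6 of the genes of S1 Table. Their median log2 fold change in TG+ was 1.56, and 12 of the 19 passed the threshold of the paper, all of them higher (also 12 adjusted over the list alone). Random lists with like expression had medians between -0.20 and 0.04 (95% of 10000 lists). In limma's camera test across the 6 mice, with a preset correlation of 0.01 between genes, the adjusted p was 1.39e-75, and it was 4.01e-04 in limma's fry test, which estimates the correlation from the data. Limiting the list to genes with at least 1 RPKM moved the median most, to 2.12. After Slc16a3, the largest increase was that of Hk2 (6.16, from 0.630 ± 0.212 to 44.8 ± 1.90 CPM, SD, n = 3 each). Pfkl rose by 2.12 on the log2 scale, whereas Pfkm (-0.21, adjusted p = 0.127 in edgeR, overlapping Senp1) was the only member with a value below 0. Slc2a3, the other glucose transporter in the list, changed by 0.53 at 2.39 CPM in TG+. From the increased mRNA of the genes of Table 1 in TRACK kidneys and in ccRCC, and from earlier reports that all of them but SLC2A1 are regulated by HIF1α alone, the paper reasons that HIF1α is implicated in activating the genes of aerobic glycolysis in both. Its discussion also points to the active HIF1α that the transgene of TRACK mice expresses in proximal tubules, and to its metabolite data.

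**Figure D2:**
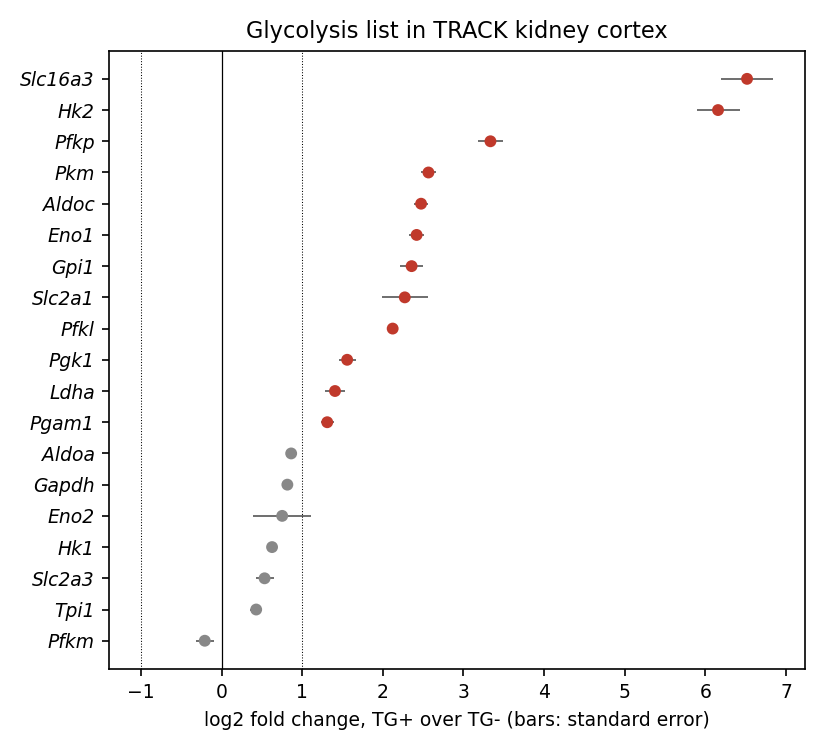
Log2 fold change of TG+ over TG− kidney cortex (horizontal axis) for the 19 genes of the glycolysis list, sorted by value, with standard errors as bars. Red points passed the threshold, grey points did not, and the dotted lines mark fold changes of 2 and 0.5.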

**Table 1:** Comparison of TRACK kidney gene transcripts with human clear cell renal cell carcinoma.

Gene	Description	Fold Increase in ccRCC	Fold Increase in TRACK
CAIX	Carbonic Anhydrase IX	16.2	9.8
NDUFA4L2	NADH dehydrogenase 1 alpha subcomplex, 4-like 2	52.0	60.3
PDK1	Pyruvate dehydrogenase kinase, isoenzyme 1	7.0	7.5
PFKP	Phosphofructokinase, platelet	7.2	9.8
SLC2A1	Solute carrier family 2 (facilitated glucose transporter), member 1	2.5	4.7
SLC16A3	Solute carrier family 16, member 3	6.9	86.5

Selected genes that are most highly expressed in human ccRCC, and which show increased mRNA levels (fold change > 2) in the kidney tissue of the TRACK mice relative to kidneys from wild type littermates. 

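The fold changes that the table gives for TRACK are those of the deposited comparison, which divides the mean RPKM of 6 TG+ libraries by that of 6 TG− libraries. From the counts per mouse, the fold changes were 10.1 for Car9, 63.1 for Ndufa4l2, 7.70 for Pdk1, 4.83 for Slc2a1 and 91.6 for Slc16a3. The gap between the genotypes was narrowest for Slc2a1, whose highest TG− mouse had 42.4 CPM. For Car9 the lowest TG+ mouse had 122 CPM and the highest TG− mouse 17.6.

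**Figure D3:**
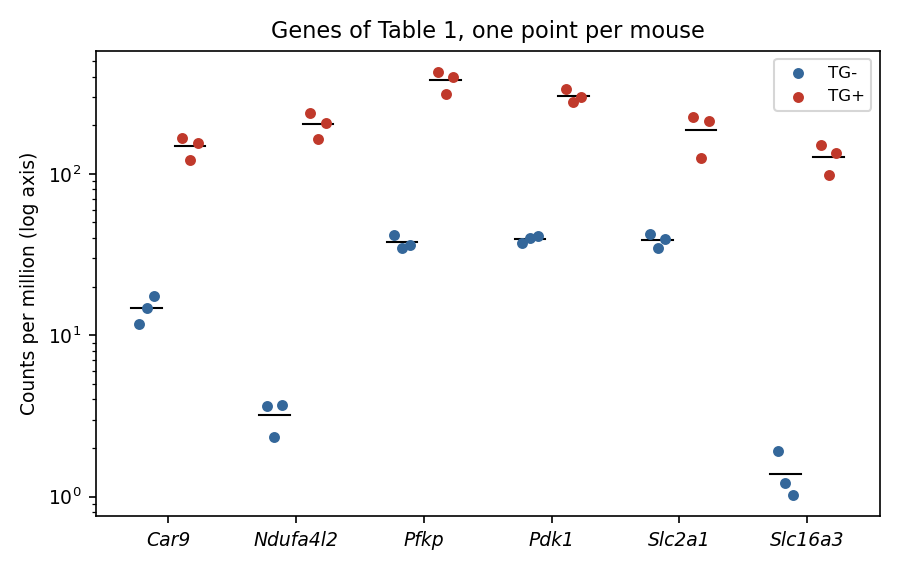
Normalized CPM (log axis) of the 6 genes of Table 1 in kidney cortex, with 1 point per mouse, blue for TG− and red for TG+. The horizontal lines are the means of 3 mice, and in every gene the TG+ points lie above the TG− points.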

Human data were collected from Oncomine, and TRACK data were obtained by RNAseq.

### Untargeted Tissue Metabolite Profiling

We next performed metabolomic analyses on TRACK kidney samples to determine if the increases in mRNA levels observed for HIF1α target genes implicated in altered tumor metabolism are, in fact, associated with changes in metabolite levels in the TRACK kidneys. For comparison, we also extracted metabolites from primary human ccRCCs, along with adjacent normal kidney tissue as control. Principal component analysis (PCA) plots of the metabolomics data collected by both hydrophilic, aqueous normal phase chromatography with negative ion mode mass spectrometry (MS) detection (ANP-NEG) and positive ion mode MS detection (ANP-POS) show that the TG^**−**^ and TRACK samples are clearly distinguished, as are normal human kidney and ccRCC samples, which reflects distinct differences in the respective metabolomes (S1 Fig. A,B). Consistent with the unsupervised pattern recognition found by PCA, the hierarchical cluster analysis (HCA) dendogram similarly shows reproducible patterns of within-group similarity and between-group differences in the metabolites for each of the four groups analyzed (S1 Fig. C,D). Notably, for the human samples relative to mouse, tumors are genetically heterogeneous, explaining the greater metabolite variability for within-group similarities and between-group differences.

### Analysis of Metabolic Changes in TRACK Kidneys

Prior studies have shown that in ccRCC, HIF1α upregulates expression of genes that mediate glucose uptake, SLC2A1 and SLC2A3, along with several glycolytic enzymes, including HK2, PFK-1, and LDHA, in accord with an oncogenic switch to aerobic glycolysis [3,21]. We therefore performed targeted inspection of the metabolite profiling data to assess whether lactate and glycolytic intermediates accumulate in TRACK kidneys. As illustrated in Fig. 1A, glucose levels are diminished, while pyruvate and lactate levels are significantly elevated, suggesting that the glycolytic and lactate production pathways are upregulated in TRACK kidneys (Fig. 1C).

**Fig 1:**
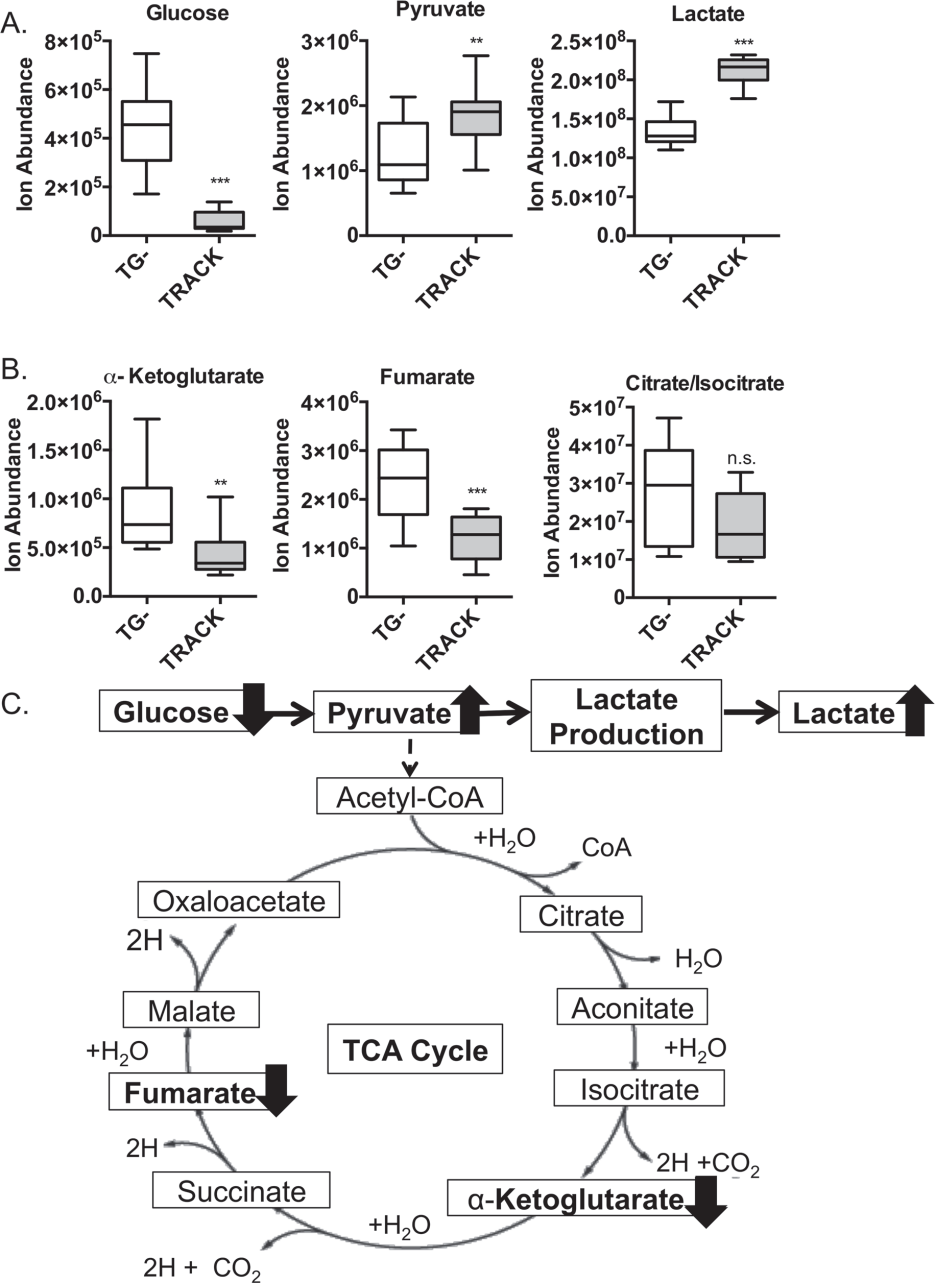
Metabolomic analysis of key intermediates in glycolysis, lactate production, and the TCA cycle in TRACK kidneys. A: Comparison of the levels of glycolysis and lactate production intermediates, glucose, pyruvate, and lactate in TG^**−**^ vs. TRACK kidney samples (n = 14 and 12). □ = TG^**−**^; ■ = TRACK. B: Comparison of the levels of fumarate, α-ketoglutarate, and citrate/isocitrate in WT vs. TRACK kidney samples (n = 14 and 12). □ = TG^**−**^; ■ = TRACK. C: Schematic overview of changes to glycolysis, lactate production, and the TCA cycle in TRACK kidneys. Error bars indicate the mean ± SD. * indicates a p value <0.05, ** indicates a p value <0.01, and *** indicates a p value <0.001.

Under (aerobic) conditions in most tissues pyruvate efficiently enters the TCA cycle and drives production of NADH, which fuels mitochondrial oxidative phosphorylation. However, in the setting of increased tissue lactate accumulation, as shown in the TRACK kidneys (Fig. 1A), we would expect to see a corresponding reduced flux of pyruvate entering the TCA cycle. In addition, our mRNA expression data showed that the HIF1α target, PDK1, a protein that is known to inhibit the TCA cycle [37], is increased in TRACK kidneys (Table 1). Thus, we would predict a diminished level of TCA cycle activity and pathway intermediates in the TRACK kidney tumors. Metabolomics analysis indeed confirmed this hypothesis (Fig. 1B,C). Notably, we found that levels of key intermediates in the TCA cycle, fumarate and α-ketoglutarate, are lower in both the TRACK kidneys and human ccRCC samples (Fig. 1B). Taken together, the metabolomics and mRNA expression data indicate that TRACK kidney tumors exhibit glycolysis and lactate production and reduced flux of pyruvate entering the TCA cycle, which is in association with increased expression of HIF1α target genes that mediate the Warburg effect.

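A list of 26 genes, mostly enzymes of the TCA cycle and the pyruvate dehydrogenase complex, had a median log2 fold change of -0.20 in TG+ kidney cortex. It also holds pyruvate carboxylase (Pcx) and the cytosolic enzymes Aco1, Idh1 and Mdh1. Of the 26, 25 had a value below 0 (21 with libraries scaled by size alone), the lowest being Sdhb (-0.28). Pcx (0.089) was the only member above 0. The threshold of the paper was passed by 0 of the 26, also when adjusted over the list alone, and 21 had an unadjusted p under 0.05. The list differed from the other genes in limma's camera test (adjusted p = 1.82e-04). Limma's fry test, which asks whether the list changes at all and not whether it differs from other genes, gave an adjusted p of 0.00989. However, the median of the list lay inside the range of random lists with like expression. Of these, 95% had medians between -0.24 and -0.04 (permutation p = 0.244). Scaling the libraries by size alone moved the median most, to -0.08, while it moved the median of all tested genes from 0.01 to 0.13. These values describe mRNA, and metabolite levels were not analysed here.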

Alterations in cancer cell metabolism and energy production are adapted to facilitate the uptake and incorporation of nutrients into biomass, such as amino acids [22]. This is largely because of the high demand of cancer cells for macromolecular building blocks required for cell proliferation. We assessed TRACK kidney derived metabolites and found increased levels of multiple amino acids in the TRACK kidneys as compared to TG^**−**^ kidneys (Fig. 2A,B). Specifically, we detect significant increases in the levels of aspartate, methionine, valine, histidine, tyrosine, isoleucine, phenylalanine, and arginine (Fig. 2A,B). In addition to serving as precursors for protein synthesis, these amino acids can be metabolized to intermediates of the TCA cycle: α-ketoglutarate, succinate, fumarate, and oxaloacetate.

**Fig 2:**
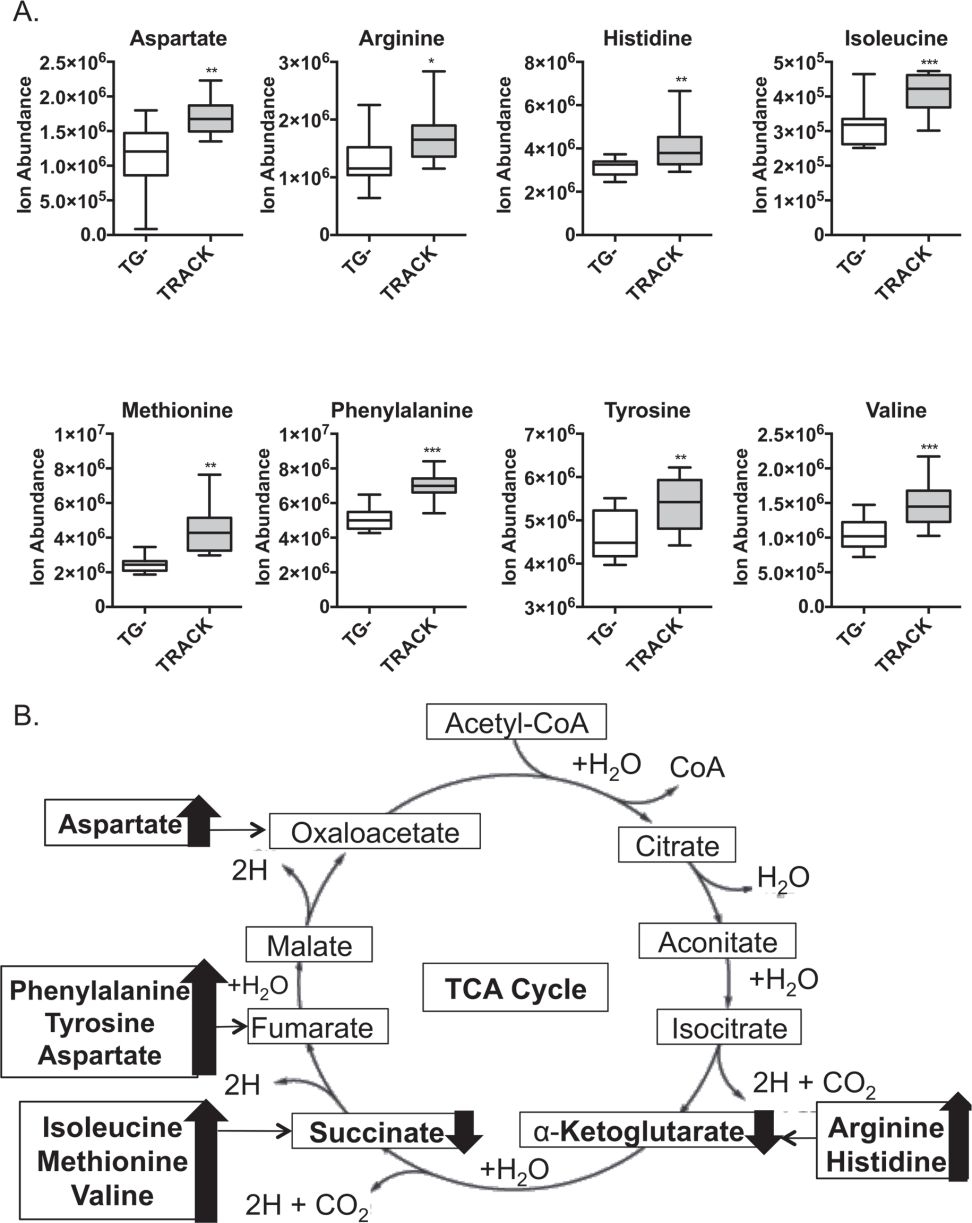
Metabolomic analysis of amino acid levels in TRACK kidneys. A: Levels of amino acids in WT vs. TRACK mouse kidneys (n = 14 and 12). □ = TG^**−**^; ■ = TRACK. B: Schematic overview of changes to amino acid levels and TCA cycle. Error bars indicate the mean ± SD. * indicates a p value <0.05, ** indicates a p value <0.01, and *** indicates a p value <0.001.

### Analysis of Metabolic Alterations in Human ccRCC Samples

Our hypothesis is that the TRACK model is representative of human ccRCC. When we compare the metabolomics analysis of TRACK kidneys to human ccRCC we detect higher levels of pyruvate and lactate in human ccRCCs, similar to what we detect in TRACK kidneys (Fig. 3A). As in the TRACK kidneys, after glucose is taken up in the ccRCC samples it is rapidly metabolized to pyruvate by glycolysis and then converted to lactate (Fig. 3A,C). Additionally, we found a reduction in TCA cycle intermediates in the ccRCC samples, including lower levels of fumarate and α-ketoglutarate (Fig. 3B). Overall, these changes are consistent with the view that both TRACK kidney and human ccRCC cells rely on anaerobic glycolysis instead of on the TCA cycle as a primary bioenergetics source for ATP production.

**Fig 3:**
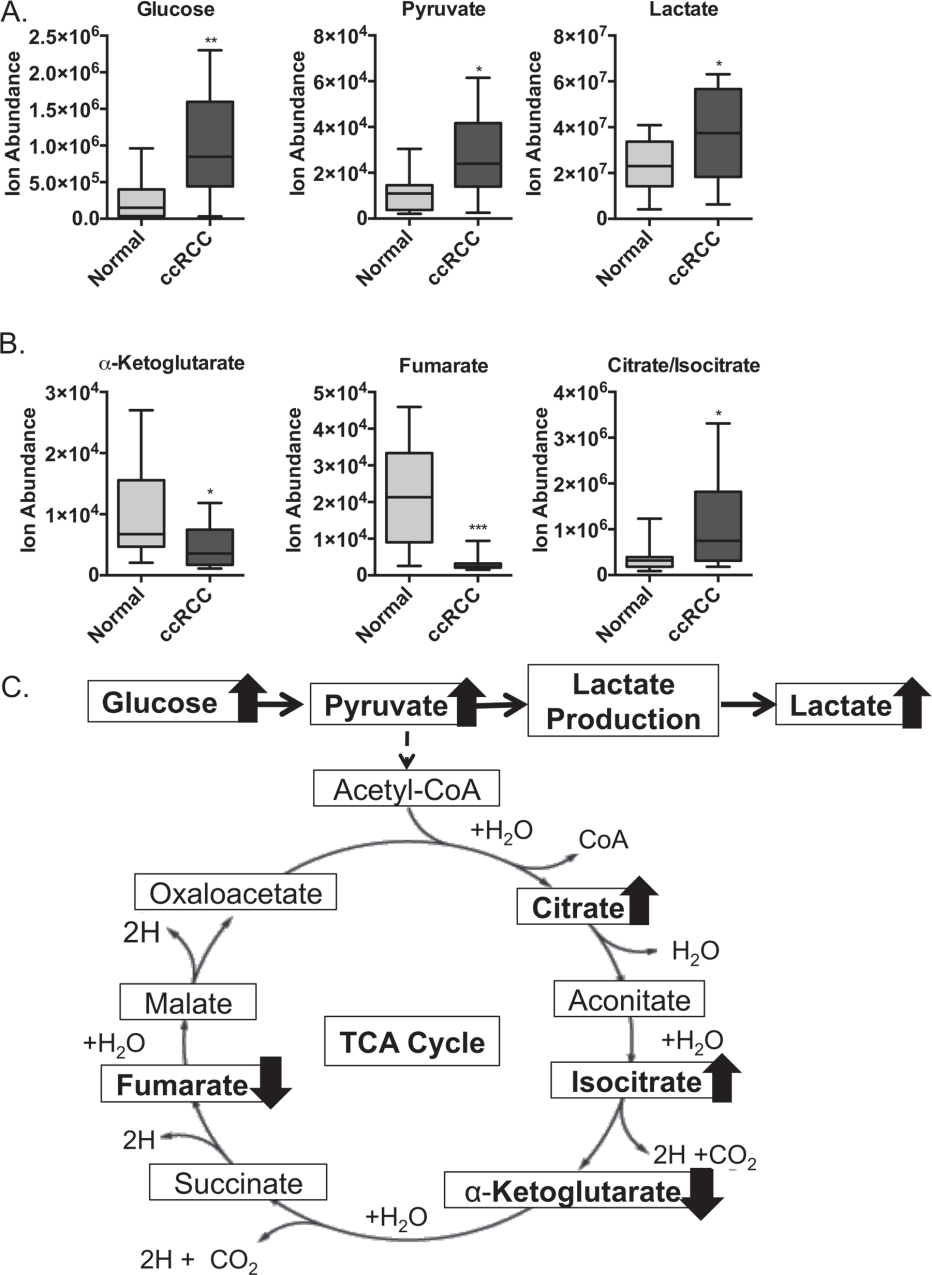
Metabolomic analysis of key intermediates in glycolysis, lactate production, and the TCA cycle in ccRCC samples. A: Comparison of the levels of glycolysis and lactate production intermediates, glucose, pyruvate, and lactate in normal vs. ccRCC samples (n = 12). ■ = Normal; ■ = ccRCC. B: Comparison of the levels of fumarate, α-ketoglutarate, and citrate/isocitrate in normal vs. ccRCC samples (n = 12). ■ = Normal; ■ = ccRCC. C: Schematic overview of changes to glycolysis, lactate production, and the TCA cycle in ccRCC. Error bars indicate the mean ± SD. * indicates a p value <0.05, ** indicates a p value <0.01, and *** indicates a p value <0.001.

In the ccRCC samples, we also observe increased levels of the TCA cycle intermediate(s) citrate/isocitrate (these cannot be differentiated by metabolomic analysis) (Fig. 3B), while there were no changes in the levels of these intermediates in the TRACK model (Fig. 1A) Additionally, and in contrast to our findings in the TRACK kidneys, we did not detect changes to the levels of various amino acids in the ccRCC samples (data not shown).

## Discussion

In this study we have demonstrated that TRACK mice exhibit altered tumor metabolism that is highly similar to the changes detected in human ccRCC samples. Our data from RNA sequencing and the Oncomine database indicate that many HIF1α target genes that mediate glucose uptake and glycolysis, suppress the activity of the TCA cycle and mitochondrial respiration, and maintain pH homeostasis during aerobic respiration show increased transcript levels in TRACK mice (Table 1). These results are not surprising, since TRACK mice selectively express a mutant, constitutively active form of HIF1α in the renal proximal tubules where these transcriptome changes are observed [16].

In agreement with these results on mRNA expression, analysis of the metabolome further demonstrates that HIF1α mediates altered metabolism in TRACK kidneys (Figs. 1–2). We found that pyruvate and lactate levels are increased in TRACK kidneys, in accord with an increase in glycolysis and lactate production (Fig. 1A,C). Additionally, reduced levels of α-ketoglutarate and fumarate, metabolites of the TCA cycle, are seen in the TRACK kidneys, suggestive of a reduced flux of pyruvate entering the TCA cycle (Fig. 1B,C). Since the TCA cycle is responsible for generating NADH to fuel mitochondrial oxidative phosphorylation, we also infer that oxidative phosphorylation is reduced in TRACK kidneys. The mRNA expression data corroborate this inference, since we detect higher levels of NDUFA4L2, a known inhibitor of oxidative phosphorylation, in TRACK kidney samples (Table 1). 

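Beside the increase of Ndufa4l2, a list of 76 nuclear genes of the respiratory complexes and the ATP synthase had a median log2 fold change of -0.13 in TG+ kidney cortex. The values ran from -0.42 (Ndufa4) to 0.25, with 4 of the 76 above 0, or 32 when libraries were scaled by size alone. Of these genes 0 passed the threshold of the paper, 0 when adjusted over the list alone, and 34 had an unadjusted p under 0.05. The adjusted p of the list was 3.05e-05 in limma's camera test and 0.0277 in its fry test. Random lists of 76 genes with like expression gave medians from -0.14 to -0.03 (95% of 10000 lists, permutation p = 0.104), a range that includes the value of this list. Under the scaling by size alone the median was -0.01.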

Previous studies have also shown that HIF1α inhibits mitochondrial biogenesis and reduces oxygen consumption in VHL-null renal cell carcinoma [39], which is consistent with our findings. Furthermore, a decrease in SIRT6 expression leads to HIF1α activation that results in increased glucose uptake, with upregulation of glycolysis and diminished mitochondrial respiration [40]. Overall, our data suggest that HIF1α mediates the shift from mitochondrial respiration to glycolysis in TRACK kidneys.

It has long been known that cancer cells acquire and metabolize nutrients in a manner that is conducive to proliferation rather than efficient ATP production [22]. The synthesis of new proteins is required for the enhanced proliferation of cancer cells. In TRACK kidneys we detect increases in the levels of many different amino acids that are required for protein synthesis (Fig. 2A,B). Amino acid uptake has not been well studied in human ccRCC. However, one study has shown that reduced expression of PDK1 by 75–90% in a hypomorphic murine model leads to a reduction in renal absorption of amino acids [41]. This is likely because these mice have decreased expression of various amino acid transporters in the proximal tubule cells [41]. We show that PDK1 is a HIF1α target gene that is highly expressed at the mRNA level in TRACK kidneys (and human ccRCC samples), and that there are increased levels of amino acids in the TRACK kidneys (Fig. 2A,B). Together, these data suggest a link between HIF1α activation and amino acid uptake. Further studies will be needed to determine if HIF1α mediated expression of PDK1 leads to an increase in amino acid uptake in human ccRCC.

Notably, many of the changes to metabolite levels in TRACK kidneys are similar to the changes observed in human ccRCC samples. In human ccRCC samples, we also detect an increase in pyruvate and lactate, and a decrease in TCA cycle metabolites α-ketoglutarate and fumarate (Fig. 3A,B). Thus, in both TRACK kidneys and human ccRCC samples we observe increases in glycolysis and lactate production and a reduced flux of pyruvate entering the TCA cycle (Figs. 1 and 3). These findings suggest that constitutively active HIF1α is sufficient to mediate altered tumor metabolism in TRACK kidneys and likely contributes to the altered metabolism in human ccRCC.

Some of the changes in metabolite levels were dissimilar in the TRACK kidneys and human ccRCC samples. To start, we did not observe an increase in the level(s) of citrate/isocitrate in TRACK kidneys (Fig. 1B) like we did in the human ccRCC samples (Fig. 3B,C). Hypoxia is sufficient to reduce intracellular citrate levels, which in turn induces the anapleurotic process of reductive glutamine metabolism to fuel lipid biosynthesis for rapid cell proliferation [42,43]. In our study, the levels of citrate/isocitrate are trending towards lower in the TRACK kidneys (Fig. 1B), which is in agreement with the data in the literature that high HIF1α expression is sufficient to induce reductive glutamine metabolism [42,44]. However, in ccRCC tumor cells are dependent on reductive glutamine metabolism for lipid biosynthesis [42,44] and thus it is surprising that we detected elevated levels of citrate/isocitrate in ccRCC tumors compared to those in normal kidney tissue (Fig. 3B,C). Additional differences in the TRACK kidneys compared to human ccRCC samples are the changes in amino acids levels. Many amino acids are elevated in TRACK kidney samples (Fig. 2A,B) but there are no changes in these amino acids in ccRCC samples (data not shown). One potential explanation for this difference is that the stages of tumorigenesis in the TRACK kidneys vs. the human ccRCC samples are different. Notably, the human tumor samples are from a more advanced stage of tumorigenesis than the TRACK samples.

Altered tumor metabolism is now a widely accepted hallmark of cancer, and metabolic alterations greatly influence tumor development and progression [19]. We have shown that HIF1α increases transcripts that encode proteins that mediate increased glycolysis, increased lactate production, and decreased mitochondrial respiration in TRACK kidneys. Additionally, our metabolomics analyses further demonstrate that HIF1α mediates altered tumor metabolism in TRACK kidneys, which is highly similar to the changes observed in human ccRCC. It was previously suggested that HIF1α mediates the Warburg effect in human ccRCC, though these earlier data were based on measurements of transcripts alone, without establishing the activities of encoded proteins [45]. Our analyses of the metabolome expand on this prior knowledge and establish the ability of HIF1α to mediate altered tumor metabolism in an informative renal cancer model, the TRACK mouse. Additionally, these data show that the TRACK model is a highly relevant model of metabolic ccRCC that can be utilized for testing novel therapies that target altered tumor metabolism to inhibit ccRCC.

## Supporting Information

S1 Fig Untargeted metabolomic profiling of WT vs. TRACK mouse kidneys, and normal vs. tumor human kidneys. A: Principal component analysis plot of ANP-NEG data showing a three dimensional visualization of similarities and differences between each samples. B: Principal component analysis clustering of ANP-POS data showing a three dimensional visualization of similarities and differences between each sample. C: Unsupervised hierarchical cluster analysis of ANP-NEG data based on the Pearson correlation. D: Unsupervised hierarchical cluster analysis of ANP-POS data based on the Pearson correlation.
(TIF) Click here for additional data file.

S1 Table Overexpressed Genes in Human ccRCC. Data from Oncomine, a cancer microarray database that collects data to compare mRNA levels in human cancer vs. normal tissue. The data were collected from five datasets, each of which collected data from 20–260 patient samples. The rank for each gene is the median rank for that gene across each of the analyses, and the p-value for each gene is its p-value for the median-ranked analysis. The fold change for each gene is listed from each dataset: 1. Hereditary ccRCC, Beroukhim, et al. (2009). 2. Non-Hereditary ccRCC, Beroukhim, et al. (2009). 3. Gumz, et al. (2007). 4. Lenburg, et al. (2003). 5. Yusenko, et al. (2009). The median fold change is the median fold change calculated from the 5 datasets.
(DOCX) Click here for additional data file.

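S1 Table gives, for each of 30 genes, a rank and a p-value from Oncomine, the fold change of tumor over normal kidney in each of 5 microarray data sets, and a summary fold change in a column for the median. A microarray measures mRNA by hybridization to probes, and a fold change within a data set compares the average tumor with the average normal sample. The summary value was recomputed from the columns of the table. It lies within 0.01 of the median over data sets 2 to 5, which leaves out the hereditary ccRCC set, for 30 of the 30 genes. It lies within 0.01 of the median over all 5 data sets for 1 gene. The larger of the listed value and the median over 5 sets exceeded the smaller by a factor of at most 1.44.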

# Supplementary material for: Analyses of the Transcriptome and Metabolome Demonstrate That HIF1α Mediates Altered Tumor Metabolism in Clear Cell Renal Cell Carcinoma
**Source:** PLoS One. 2015 Apr 1;10(4):e0120649. doi: 10.1371/journal.pone.0120649
**Supplement:** S1 Table — Data from Oncomine, a cancer microarray database that collects data to compare mRNA levels in human cancer vs. normal tissue. The data were collected from five datasets, each of which collected data from 20–260 patient samples. The rank for each gene is the median rank for that gene across each of the analyses, and the p-value for each gene is its p-value for the median-ranked analysis. The fold change for each gene is listed from each dataset: 1. Hereditary ccRCC, Beroukhim, et al. (2009). 2. Non-Hereditary ccRCC, Beroukhim, et al. (2009). 3. Gumz, et al. (2007). 4. Lenburg, et al. (2003). 5. Yusenko, et al. (2009). The median fold change is the median fold change calculated from the 5 datasets.

**Table S1. Overexpressed Genes in Human ccRCC.**

|  | **Median** |  | **Fold Change For Particular Data Set** | | | | | **Median Fold** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **Rank** | **p-Value** | **1** | **2** | **3** | **4** | **5** | **Change** |
| NDUFA4L2 | 7 | 5.55 x 10 ^-23^ | 75.69 | 50.12 | 53.93 | 23.34 | 86.56 | 52.02 |
| HILPDA | 14 | 3.91 x 10 ^-13^ | 32.38 | 26.75 | 16.47 | 7.58 | 12.89 | 14.68 |
| ENO2 | 14 | 2.82 x 10 ^-11^ | 10.28 | 12.47 | 25.79 | 6.63 | 19.97 | 16.22 |
| EGLN3 | 16 | 9.5 x 10 ^-19^ | 36.18 | 21.97 | 12.10 | 5.01 | 12.16 | 12.13 |
| IGFBP3 | 21 | 1.73 x 10 ^-14^ | 14.70 | 8.41 | 12.33 | 10.96 | 10.15 | 10.56 |
| SPAG4 | 25 | 1.23 x 10 ^-10^ | 13.93 | 12.23 | 11.13 | 3.99 | 26.72 | 11.68 |
| AHNAK2 | 28 | 2.83 x 10 ^-17^ | 9.86 | 15.08 | 15.04 | 5.85 | 18.20 | 15.06 |
| TMCC1 | 30 | 3.79 x 10 ^-7^ | 9.69 | 8.36 | 6.05 | 4.62 | 13.47 | 7.20 |
| RNASET2 | 36 | 2.19 x 10 ^-16^ | 8.96 | 6.96 | 10.96 | 7.33 | 8.56 | 7.94 |
| CAV1 | 38 | 1.93 x 10 ^-13^ | 8.39 | 7.08 | 8.17 | 9.38 | 5.03 | 7.62 |
| SLC16A3 | 41 | 2.54 x 10 ^-13^ | 8.46 | 6.66 | 7.13 | 5.87 | 15.70 | 6.89 |
| LCP2 | 46 | 6.84 x 10 ^-10^ | 5.72 | 4.57 | 3.78 | 1.33 | 6.56 | 4.18 |
| CA9 | 47 | 6.92 x 10 ^-16^ | 27.90 | 17.97 | 14.48 | 9.18 | 37.68 | 16.23 |
| NETO2 | 48 | 7.84 x 10^-10^ | 18.10 | 15.43 | 25.58 | 6.04 | 4.73 | 10.73 |
| IFNGR2 | 49 | 8.25 x 10 ^-10^ | 2.83 | 2.68 | 2.61 | 1.74 | 2.47 | 2.54 |
| ABCG1 | 57 | 3.12 x 10 ^-15^ | 4.92 | 5.97 | 3.45 | 2.26 | 4.90 | 4.18 |
| UBE2L6 | 57 | 1.37 x 10 ^-12^ | 2.67 | 2.33 | 1.98 | 2.06 | 3.09 | 2.19 |
| DIAPH2 | 59 | 1.59 x 10 ^-10^ | 3.25 | 3.64 | 2.73 | 1.88 | 3.33 | 3.03 |
| ALDOA | 59 | 1.50 x 10 ^-9^ | 2.42 | 2.34 | 2.32 | 2.63 | 3.26 | 2.49 |
| VEGFA | 60 | 6.13 x 10 ^-15^ | 8.56 | 6.67 | 3.81 | 3.15 | 4.75 | 4.28 |
| TAPBP | 63 | 7.81 x 10 ^-15^ | 2.75 | 2.53 | 2.82 | 2.88 | 4.26 | 2.85 |
| ALDOC | 63 | 1.82 x 10 ^-12^ | 7.65 | 6.46 | 2.81 | 2.46 | 5.52 | 4.16 |
| PFKP | 64 | 2.13 x 10 ^-6^ | 7.14 | 5.72 | 8.39 | 5.98 | 10.13 | 7.18 |
| BTN3A3 | 65 | 2.18 x 10 ^-6^ | 4.72 | 3.13 | 5.15 | 3.70 | 4.33 | 4.02 |
| LDHA | 69 | 1.17 x 10 ^-14^ | 2.86 | 2.68 | 3.09 | 2.32 | 3.46 | 2.88 |
| PDK1 | 70 | 2.88 x 10 ^-9^ | 2.95 | 2.11 | 8.18 | 6.98 | 6.98 | 6.98 |
| BHLHE41 | 79 | 2.89 x 10^-6^ | 18.41 | 20.32 | 11.57 | 6.08 | 28.99 | 15.94 |
| TRIB3 | 81 | 3.52 x 10 ^-14^ | 4.23 | 5.90 | 3.68 | 2.66 | 7.20 | 4.79 |
| SCARB1 | 83 | 4.72 x 10 ^-14^ | 5.04 | 6.48 | 5.93 | 3.79 | 8.93 | 6.21 |
| ANXA4 | 83 | 6.46 x 10 ^-12^ | 2.89 | 2.74 | 3.56 | 3.01 | 4.76 | 3.28 |

How the deposited data were processed for this re-analysis (not part of the article)

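The data are RNAseq counts from kidney cortex of 3 TRACK (TG+) and 3 wild-type littermate (TG−) male mice, 18 months old, with 2 libraries per mouse, from its 2 kidneys. The metabolomics and the human samples were not analysed here. All 6 mice showed transcripts of the Y chromosome (Ddx3y, between 3038 and 3804 reads per mouse) and at most 17 reads of Xist.

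The authors sequenced 51-bp single-end reads and, by the paper's methods, analysed them mainly with the Tuxedo tools. The paper's text does not name the genome build, the annotation release, the handling of strand or the counting program. The authors deposited a table of 37681 Ensembl mouse genes that holds, for each of 12 libraries, the read count of each gene, without normalization. The RPKM values that the authors deposited were scaled by a method that the header calls BUQ (read here as upper-quartile scaling) after 1 was added to each count. The fold change in the deposited table is the ratio of the mean RPKM of the 6 TG+ libraries to that of the 6 TG− libraries. The deposited p-value of each gene treats the 12 libraries as independent samples, and by the table's header the deposited q-values adjust that test and a Fisher exact test by the Benjamini-Hochberg method. The 12 columns of log2 RPKM in the table were not used here.

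From the counts, the 2 kidneys of each mouse were summed, so that 3 mice were set against 3 mice. The totals per mouse lay between 48052131 and 60506785 reads, and a gene with at most 3 reads in every library of a group was taken as not detected there. Genes were kept by edgeR's filterByExpr function, normalized by the TMM method and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment over 19399 genes. A gene was called at the threshold of the paper, an adjusted p below 0.01 with a fold change above 2 or below 0.5. Levels are given as CPM, counts scaled to the normalized library size. For single genes an exact permutation test over the 20 assignments of 3 against 3 mice was added, whose smallest 2-sided p is 0.1. Intervals for counting error were not computed. The 2 kidneys of a mouse differed by more than counting error, with a chi-square per gene of 2.04 to 7.94, the largest in 43-49. The procedure was tested on simulated data drawn from the real means and library sizes. Of 194 genes changed 4-fold that passed the filter among 19236 genes, 94.3% were called, with 2 false calls, and a run of 19228 genes without changed genes gave 0 calls.

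Lists of genes were written for glycolysis, the TCA cycle, oxidative phosphorylation, gluconeogenesis, amino acid transport, the genes of S1 Table and 14 genes named in the paper's text (some of them also in Table 1, S1 Table or another list), and for markers of proximal tubule, other nephron segments, immune cells, endothelium, stroma and fibrosis, tubule injury and proliferation. Those lists, the design, the threshold and the alternatives were fixed before the data were examined. Lists of abundant liver, intestine and epididymis genes, of targets of the transcription factor ATF4 and of mitochondrial transcripts were added after the table of all genes had been seen. The 12 pathway and marker lists were tested with limma's camera test (preset correlation 0.01) and its fry test, each adjusted over the 12 lists. Camera sets a list against the other genes, while fry asks whether the genes of the list change at all. At an adjusted p of 0.05, fry gave the same calls as camera except for proliferation, called by camera alone, and gluconeogenesis, called by fry alone. The median of each list was also set against 10000 random lists of as many genes with like expression.

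The genes named are those of Table 1 and S1 Table, the other genes that the paper names, and the 5 largest rises and 5 largest falls among genes that passed the threshold, had at least 1 CPM in both groups and separated all TG+ from all TG− mice. All further genes, such as some list members past the threshold and the most abundant, highest or lowest members of a list, were chosen after their values were seen. Gene positions, symbols and sequences for GC content and length came from GENCODE release M21 (GRCm38), matched by Ensembl identifier for 32642 of the 37681 genes.

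The alternatives were DESeq2's size factors and test (DESeq2 1.42.0), no filter on low counts, each kidney as its own library, a block for littermate pairs, leaving out each mouse in turn, centring on the median gene, list members with at least 1 RPKM, and other limits on the adjusted p (0.05 and 0.001) and on the fold change (none, and 4 or 0.25). Upper-quartile scaling, scaling by library size alone and the centring of the gene counts were chosen after seeing the data. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.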

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

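The tests of low counts, of GC content and length, of genes above the immune markers and of the mitochondrial transcripts were chosen after the result they bear on had been seen, as were the limits used to read the percentages and counts. The liver, intestine, epididymis and ATF4 lists were drawn up once the genes they bear on had been noticed. Groups of 3 mice are too small to test for an outlying mouse.

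The paper places the transcriptome changes in the renal proximal tubules, where the transgene is expressed. It does not report the shares of cell types in the cortex samples, and the marker lists for cell types moved. The median log2 fold change in TG+ was -0.53 for the proximal tubule list (adjusted p = 8.14e-13 in limma's camera test, 19 of 20 genes below 0, 17 with libraries scaled by size alone), 0.90 for the immune list (5.72e-10), 0.66 for the endothelial list (1.64e-05), 0.73 for the stroma and fibrosis list (4.04e-04), 0.91 for the tubule injury list (0.00232) and 0.99 for the proliferation list (0.00741, against 0.0506 in limma's fry test). The list of other nephron segments, at 0.10, did not change detectably (adjusted p = 0.599 in camera, 0 of 12 genes past the threshold, 5 at an unadjusted p under 0.05), although 95% of random lists lay between -0.24 and 0.05 (permutation p = 0.0128). The genes past the threshold were Slc22a6 and Cyp4b1 in the proximal tubule list, both lower. Higher were Cd3e, Cd4, Cd79a, Cd79b, Igkc, Jchain and Ccl5 in the immune list, Fn1 in the stroma list, and Havcr1, Krt19 and Cd44 in the injury list. In the endothelial and proliferation lists 0 genes passed, with 9 of 9 and 9 of 12 at an unadjusted p under 0.05. Adjusted over the list alone, the numbers were 2 lower in the proximal tubule list and 8, 2, 5, 0 and 0 higher in the immune, stroma, injury, endothelial and proliferation lists. The most abundant markers were Kap (16181 CPM in TG+ and 17074 in TG−) for proximal tubule, Umod (2019 and 1936) for other segments, Igkc (1002 and 208) for immune cells, Eng (161 and 118) for endothelium, Pdgfrb (73.3 and 43.9) for stroma, Spp1 (650 and 597) for injury and Mki67 (8.70 and 4.00) for proliferation. At 1 CPM or more in TG−, the cortex expressed all 20 proximal tubule genes, 20 of 26 immune genes, 8 of 13 injury genes, 5 of 12 proliferation genes and every gene of the other marker lists, and 1 proximal tubule gene is also in another list. Without the TG+ mouse 43-49 the proliferation median was 0.68, and the injury median ranged from 0.62 to 1.21 with single mice left out.

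These shifts bear on why 94.7% of the 773 genes past the threshold were higher in TG+. A smaller share of proximal tubule cells would raise the markers of all other cell types alike. The endothelial median exceeded that of the other nephron segments by 0.56, more than their combined SD of 0.21, which argues against it as the whole cause. More immune cells may have contributed, since the immune median was 0.90, but the injury and proliferation medians were as high over all members. Over members of at least 1 RPKM the immune median was 0.89, and those of injury (0.46) and proliferation (0.70) were lower and no longer called by camera. The endothelial list, which immune cells would not bring, rose as well (9 of 9 genes above 0 under all scalings, SD 0.11), so that a gain of immune cells alone does not account for the marker lists. How much of the excess of higher genes comes from immune cells was not resolved by these medians. Apart from 23 immunoglobulin genes, 188 genes rose by more than the highest immune marker of the list (Jchain, 2.54). This count does not exclude immune cells as a source, because the genes were picked by that limit and immune genes also passed it. Scaling does not explain the excess, because under the other 4 scalings 94.0% to 97.7% of the called genes were higher. Low counts that leave no room for a fall could favour higher calls, but among genes above 32 CPM the percentage was still 87.4%, which argues against low counts as the whole cause of the excess at the threshold. They may be part of it, since 29 genes were higher and 9 lower among the 1395 genes with a log2 CPM above 7. The excess also holds only with the minimum fold change among abundant genes. On the adjusted p alone 366 were higher and 608 lower above 32 CPM, and 70 higher and 287 lower above a log2 CPM of 7. After the median log2 fold change of genes with like GC content and length was subtracted, it was 93.7%, against 94.1% before, for the 89.5% of called genes with both values. The real grouping alone, 1 of the 10 splits of the 6 mice into 3 against 3, gave as many genes past the threshold, and the other splits gave 0. It was also 1 of 10 for the medians of the proximal tubule, immune, endothelial, stroma, injury and proliferation lists, and 3 of 10 for the other nephron segments. With 10 splits the share cannot fall below 0.1, so chance is not excluded by this count. An effect of the transgene on the cells that carry it stays among the open explanations.

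Among the genes past the threshold with at least 1 CPM in both groups, those with the 4 largest rises in TG+ are not discussed in the paper. Gm10680 rose by 7.70 on the log2 scale, Igfbp2 by 7.66, Apoa4 by 7.56 and Apoc3 by 7.14, each with all TG+ mice above all TG− mice. Gm10680 lies opposite Apoa4 on the other strand, so its value and that of Apoa4 are uncertain. Apoa4 stood at 1352 ± 300 CPM (SD, n = 3) in TG+ and 7.20 ± 4.67 (SD, n = 3) in TG−. Several genes of secreted liver and gut proteins behaved alike. F2, Rbp4, A2m, Fgl1 and Cpb2, chosen after their values were seen and with less than 1 CPM in TG−, rose together with Apoa4 and Apoc3 by 4.93 to 7.96, the highest being F2. Tissue carried over at dissection would bring its abundant transcripts. Of 22 abundant liver genes 15 were tested, and the highest value among these was 2.04 (Hp). Alb stood at 11.1 CPM in TG+ and 7.98 in TG−, and the most abundant, Apob, at 438 and 374. Of 16 intestine genes 6 were tested, with a highest value of 3.64 (Apoa1, at 2.06 CPM in TG+). The genes not tested had at most 10 reads (liver) and 13 reads (intestine) in any TG+ library. In TG− 13 liver and 3 intestine genes reached 1 CPM, the most abundant intestine gene being Vil1 (222 CPM in TG+ and 232 in TG−). Smaller rises did occur. The median was 0.30 over 15 tested liver genes (95% of random lists between -0.13 and 0.27, permutation p = 0.0388), where Ttr (1.42) and C3 (1.46) passed the threshold, and 0.66 over 6 tested intestine genes (-0.22 to 0.55, permutation p = 0.0244), where Apoa1, Fabp1 (1.39) and Muc13 (2.06) passed it. The abundant genes of both tissues thus rose far less than the 7 genes, which argues against liver or gut tissue as their source. Transcription of these genes in TG+ kidney cells is a candidate explanation that was not tested.

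Adam7, a gene known from the epididymis and chosen after its value was seen, rose by 6.13 (standard error 0.56), with 33.1, 9.31 and 23.5 CPM in the TG+ mice 43-29, 43-49 and 43-75. Crisp1 (6.37) and Defb19 (4.39) also rose. Crisp1 rests on few reads, lost its call in 4 of the 6 fits that left out a mouse, and moved to 10.2 without the TG− mouse 43-26. Tissue of the epididymis is unlikely, since 20 of 22 abundant epididymal genes had at most 3 reads in every TG+ library, and the most that any of the 22 had was 14. None of the 22 was expressed at 1 CPM in TG−. What activates these genes was not tested.

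Trib3 (3.90), Aldh1l2 (5.07, overlapping D10Wsu102e), Slc7a5 (1.43, overlapping Gm20388) and Fgf21 (at least 20.8-fold higher, with at most 2 reads in any TG− library) are known for responses to amino acid shortage, and the last 3 were chosen after their values were seen. The paper, however, reports higher levels of several amino acids in the kidneys of younger TRACK mice. The rise of these genes is therefore not taken to show a shortage of amino acids. A response driven by ATF4, whatever sets it off, may be active in TG+ kidneys. The median log2 fold change of 29 other targets of ATF4 was 0.40, while 95% of random lists with like expression lay between -0.12 and 0.09 (permutation p = 0.0002, the smallest that 10000 lists give). Of the 29, 26 were above 0 under all scalings and 12 passed the threshold, all higher. With single mice left out the median was 0.36 to 0.53, and 1 of the 10 splits of the mice, the real one, gave a median as far from 0. In TG− 27 of the 29 reached 1 CPM, the most abundant being Shmt2 (282 CPM in TG+ and 251 in TG−, overlapping Ndufa4l2). The test does not separate ATF4 from other factors that act on the same genes, nor a direct effect of the transgene from tissue injury.

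Protein-coding transcripts of the mitochondrial genome were lower in TG+, with a median log2 fold change of -0.38 over 7 tested genes. All 7 were below 0 under every scaling and had an unadjusted p under 0.05, but 0 passed the threshold. The other 6 of the 13 such genes in the table had at most 89 reads per library. The median is at the edge of random lists with like expression (-0.38 to 0.03 for 95% of lists, permutation p = 0.0576), so it could be part of a wider fall of abundant genes. The permutation p was under 0.05 in 4 of 13 alternatives, without mouse 43-50 (median -0.42), without 43-75 (-0.43), without 43-76 (-0.40) and with library sizes alone, so this reading stays open. Scaling does not account for it, since the median was -0.26 with library sizes alone. The mitochondrial median lay -0.25 from that of the nuclear genes of oxidative phosphorylation, beyond the combined SD of 0.11, a spread between genes and not between mice. This gap cannot decide on a loss of mitochondria-rich tubule cells. Such a loss would lower both lists alike only if cell types held both kinds of transcript in the same proportion, which was not tested. The mitochondrial median was as far from 0 in 1 of the 10 splits of the mice. A loss of such cells, fewer mitochondria and less mitochondrial transcription per cell all stay open and were not tested.

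Genes that rose in TG+ often were neighbours. Of 9633 pairs of adjacent tested genes more than 10 kb apart, 32 were both higher, against 12.2 on average when calls were shuffled among genes of like expression (permutation p = 1e-04, the smallest that 10000 permutations give). Over all 18103 adjacent pairs the numbers were 62 and 21.3. Immunoglobulin genes were left out. Reads that spill from an overlapping or adjoining gene are an unlikely cause of the 32 pairs, which lie too far apart. Gene families with similar sequence, and regulation over a region, were not tested.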

How the results depend on the processing

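Upper-quartile scaling, library sizes alone and the centring of the gene numbers were chosen after seeing the data. In all, 281 values under alternatives kept their direction and their side of the threshold, or stayed within 1.5 times the number of genes, among the gene numbers, Table 1, S1 Table and the lists. They include the limit of 1 RPKM for the genes of Table 1, which leaves the value of a single gene as it is. The cause of each change below was not tested unless it is stated.

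The number of genes higher in TG+ (732) was 352 at an adjusted p below 0.001, 1534 without a minimum fold change and 323 at a fold change above 4, as these limits imply. The number of lower genes (41) was 72 at an adjusted p below 0.05, 17 below 0.001, 824 without a minimum fold change, 3 at a fold change below 0.25 and 22 with library sizes alone. That scaling raises the log2 fold change of all genes, with a median of 0.13 in place of 0.01, which takes lower genes out of reach of the threshold, and 97.7% of its calls were higher. Across the 6 fits that each left out 1 mouse, the numbers ranged from 469 (without 43-76) to 633 higher and from 29 to 50 lower. Of the 732 and 41 genes, DESeq2 kept 696 and 39 among its 820 and 48.

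The mice may be paired by the table's name (43-49 with 43-50, 43-26 with 43-29, 43-75 with 43-76). The deviations from the group means correlated across 10867 genes, which are not independent, by 0.32, 0.38 and -0.03, so that the numbers were not taken to pair the mice. With the pairs as a block, 779 genes were higher and 46 lower.

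The median of the tubule injury list was 0.46 and that of the proliferation list 0.70 with members of at least 1 RPKM, and camera no longer called either list. With single mice left out, the proliferation median ranged from 0.68 to 1.19 (not called without 43-49). The gluconeogenesis median ranged from 0.12 to 0.25 (called without 43-50 only). The log2 fold changes of the 6 genes of Table 1 kept their call in all 13 alternatives. Among these, the limit of at least 1 RPKM could not change a call, because it leaves the value of a single gene as it is.

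In 14 cases a log2 fold change close to 0 reversed its sign. With library sizes alone Diaph2 was 0.113, Tapbp 0.116, Hif1a 0.000529, Arnt 0.00531, Pdha1 0.0261 and Pdhb 0.0443. Centred on the median gene, Diaph2 was 0.0265 and Tapbp 0.0301, and with each kidney as its own library Tapbp was 0.00520. With single mice left out Diaph2 ranged from -0.0496 to 0.0182 and Tapbp from -0.0502 to 0.0140. Among other single genes and added lists, 9 values lost their call (Hilpda, Crisp1 and Havcr1, all with a mouse left out) and 730 kept theirs. The median of the mitochondrial transcripts passed a permutation p of 0.05 against random lists in 4 alternatives but not in the analysis of all 6 mice with TMM, although with library sizes alone it was closer to 0 (-0.26).

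The depth limits genes with few reads. The 50 higher genes with at most 3 reads in every TG− library have fold changes with no upper bound.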

Differences from the paper's values

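The filters on the deposited comparison described below were chosen after seeing the values. For the 6 fold changes of Table 1 and the numbers of genes past the threshold, the values obtained here lay within the spread between mice or within 1.5 times the paper's values. The paper states 655 higher and 55 lower genes, against 732 and 41 here. Among the alternatives set before the data were examined, the number of higher genes was more than 1.5 times away from the paper's only at an adjusted p below 0.05 or 0.001, without a minimum fold change and at a fold change above 4. For lower genes this held without mice 43-29, 43-50, 43-75 or 43-76, below 0.001, without a minimum fold change and at a fold change below 0.25.

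The deposited comparison of the authors, at the threshold of the paper, gives 796 higher and 66 lower genes by its q-value of the test on RPKM, 1263 and 103 by Fisher's exact test, and 791 and 62 by both. Of the 732 and 41 genes called here, 662 and 41 are among those called by the former q-value. Of 39 such filters, 0 gave both of the paper's numbers and 0 gave its 655 higher genes. Its 55 lower genes came from 3 of them. A mean RPKM of at least 0.1 with both q-values gave 701 and 55, the same mean limited to genes with a symbol gave 612 and 55 by the former q-value, and at least 0.1 RPKM in the higher group, with a symbol and both q-values, gave 644 and 55.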

Other observations

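The genes of complex IV and their relatives, and the amino acid transporters named, were chosen after seeing the result, and no test was.

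A list of 14 genes named in the paper's text overlaps other lists, with 9 of the 14 in another list and 2 in S1 Table. Its median log2 fold change was 0.24 (95% of random lists between -0.20 and 0.08, permutation p = 0.0008), with 8 above 0, or 12 with library sizes alone, and 5 past the threshold (Slc2a1, Hk2, Pfkl, Pfkp and Ldha), all of them members of the glycolysis list and 2 of them (Slc2a1 and Pfkp) genes of Table 1. Epas1, the gene of HIF2α, was at 0.37 (standard error 0.07, adjusted p = 0.00742 from edgeR's test), higher in 3 of 3 TG+ mice than in all TG− mice. Arnt (-0.11), Vhl (0.11) and Sirt6 (-0.13) had adjusted p-values of 0.124, 0.241 and 0.312 in the same edgeR test. Arnt turned to 0.01 with library sizes alone.

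The list of 18 amino acid transporters had a median log2 fold change of -0.24, with 12 of 18 genes below 0 (10 with library sizes alone), and camera gave an adjusted p of 0.215 and fry 0.149, while 95% of random lists lay between -0.23 and 0.02 (permutation p = 0.0334). Slc7a5, Slc7a12 (2.25) and Slc38a3 (1.08) passed the threshold, all higher, also adjusted over the list alone. The list of 6 gluconeogenesis genes, of which 2 are also in another list, had a median of 0.21, with an adjusted p of 0.169 in camera and 0.0375 in fry (95% of random lists between -0.37 and 0.09, permutation p = 0.0124), 0 genes past the threshold, also adjusted over the list alone, and 3 at an unadjusted p under 0.05.

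The 5 largest falls by the rule for named genes were those of Hpd (-2.95, overlapping Psmd9), Ido2 (-2.32), Hrg (-2.21), Azgp1 (-2.00) and Nlrc4 (-1.67), each with adjusted p-values of at most 0.00452 in edgeR's test with any mouse left out.

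Subunit genes of complex IV and their relatives were named after their values were seen. Cox4i2 was higher by 4.06 on the log2 scale, at 4.25 CPM in TG+ and 0.249 in TG−, and Cox4i1 changed by -0.15 (adjusted p = 0.0693 from edgeR's test, overlapping Emc8 and Gm20388). Ndufa4 changed by -0.42 (adjusted p = 0.00159 from edgeR's test).

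For the glycolysis, TCA cycle, oxidative phosphorylation, gluconeogenesis and amino acid transport lists and for the genes of S1 Table, 1 of the 10 splits of the 6 mice, the real one, gave a median as far from 0. It was also 1 of 10 for the number of S1 Table genes past the threshold. With 10 splits no share under 0.1 can be reached.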
